# Bookend: precise transcript reconstruction with end-guided assembly

**DOI:** 10.1186/s13059-022-02700-3

**Published:** 2022-06-29

**Authors:** Michael A. Schon, Stefan Lutzmayer, Falko Hofmann, Michael D. Nodine

**Keywords:** RNA-seq, Transcriptome, Single-cell, TSS, PAS, Capping, Polyadenylation, 5′ and 3′ ends, Long-read, Iso-Seq

## Abstract

We developed Bookend, a package for transcript assembly that incorporates data from different RNA-seq techniques, with a focus on identifying and utilizing RNA 5′ and 3′ ends. We demonstrate that correct identification of transcript start and end sites is essential for precise full-length transcript assembly. Utilization of end-labeled reads present in full-length single-cell RNA-seq datasets dramatically improves the precision of transcript assembly in single cells. Finally, we show that hybrid assembly across short-read, long-read, and end-capture RNA-seq datasets from *Arabidopsis thaliana*, as well as meta-assembly of RNA-seq from single mouse embryonic stem cells, can produce reference-quality end-to-end transcript annotations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02700-3.

## Summary statement

Bookend is a generalized framework that utilizes RNA 5′ and 3′ end information in RNA-seq datasets to accurately reconstruct transcriptomes including those from single cells.

## Background

The functions of genes depend on the amount and types of RNA molecules that they produce. Variation in transcript initiation, splicing, and polyadenylation can generate an array of RNA isoforms, and cataloging how these RNA variants change across development and disease provides insights into corresponding gene functions [1–3]. Large-scale projects dedicated to the manual curation of gene annotations are extremely valuable, but are labor-intensive and thus limited in scope to the most well-studied organisms [4–7]. Moreover, multicellular organisms have difficult-to-access cell types that will inevitably be overlooked by even the most comprehensive annotation projects [8]. The completeness and accuracy of a reference annotation can considerably impact all downstream data analyses, from gene expression to predictions of gene function [9–11]. To understand how transcriptome architecture varies during development and in response to disease, it is therefore valuable to have an automated method that accurately identifies transcript isoforms. Accordingly, many computational tools have been developed for genome annotation including software that utilizes the massive and growing diversity of RNA sequencing (RNA-seq) technologies [12].

A wide array of RNA-seq protocols have been developed to profile different aspects of the transcriptome, from strand-specific coverage of gene bodies [13] to selective amplification of RNA 5′ ends [14–17], 3′ ends [18, 19] or simultaneous capture of both ends [20, 21]. Major recent advances have enabled the amplification of full-length transcripts from single cells [22, 23] or 3′ end capture from millions of cells [24–26]. In parallel, advances have been made for profiling RNA on “third-generation” long-read sequencing platforms such as PacBio and Oxford Nanopore single-molecule sequencers that can read continuous DNA and/or RNA molecules and yield end-to-end complete transcript sequences [27, 28].

Transcript assembly is the effort to distill information from RNA-seq experiments into a comprehensive annotation of the transcript isoforms present in the corresponding samples. Depending on the method, RNA-seq reads contain a broad spectrum of information content. At one extreme, single-end reads from non-stranded RNA-seq protocols can be 50 nucleotides (nt) or shorter and sequenced from one end of a double-stranded cDNA fragment such that the resulting sequence is a random substring of an RNA molecule or its reverse complement. Paired-end reads contain two ends of a cDNA molecule, and typically, there is a gap of unknown length between the mate pairs. When aligned to a reference genome, paired reads may span more than one splice junction, indicating that these splicing events occurred in the same molecule. Some strand-specific RNA-seq protocols selectively sequence only first-strand or second-strand cDNA to preserve knowledge of the original mRNA molecule’s orientation [13]. Other protocols selectively capture and sequence a fragment immediately downstream of the RNA 5′ end or upstream of the 3′ end, demarcating precisely where that molecule begins or ends, respectively [14, 16–18, 29, 30]. Finally, the most information-rich reads come from long-read sequencing, in which the RNA or cDNA is read in its entirety without fragmentation. Long-read methods are a promising tool for transcript annotation, but current protocols are more error-prone per base sequenced, less sensitive, and more costly than comparable short-read experiments. Because the vast majority of existing RNA-seq data is in short-read format, nearly all assemblers have aimed to reconstruct transcripts from paired-end short reads. A long-recognized problem of assemblers is the inaccurate annotation of transcript start sites (TSS) and polyadenylation sites (PAS) [31, 32]. Existing short-read assemblers infer TSSs and PASs through heuristics such as changes in read coverage, but such changes can also be due to alignment errors, biased RNA fragmentation, sample degradation, or spurious intron retention. Long-read sequencing methods are designed to read RNA from TSS to PAS, but they remain susceptible to a variety of experimental artifacts [32]. The increasing adoption of long reads for transcript annotation has led to a separate suite of tools that summarize, collapse, or “polish” long reads to remove erroneous structures and present a set of representative isoforms from these reads [33, 34]. For example, the recently developed transcript assembler StringTie2 reports the use of long reads in assembly by removing aligned segments with a high error rate and assembling the resulting gapped reads [35]. Transcript annotation would ideally integrate information from a variety of RNA-seq methods to determine the best evidence for transcript starts, ends, and splicing patterns in a tissue-of-interest. However, current transcriptome assembly methods do not employ information about where RNA molecules begin and end. Here, we describe a method utilizing RNA 5′ and 3′ end information produced by a variety of RNA-seq protocols to accurately reconstruct transcriptomes including those from single cells.

## Results

### A framework for end-guided transcript assembly

To determine whether RNA 5′ and 3′ end information can improve transcript assembly algorithms, we developed a generalized framework for identifying RNA ends in sequencing data and using this information to assemble transcript isoforms as paths through a network accounting for splice sites, transcription start sites (TSS), and polyadenylation sites (PAS). Because this software uses end information to guide transcript assembly, we named it Bookend. Importantly, Bookend takes RNA-seq reads from any method as input and after alignment to a reference genome, reads are stored in a lightweight end-labeled read (ELR) file format that records all RNA boundary features (5′ labels, splice donors, splice acceptors, gaps, 3′ labels), as well as the sample of origin for that read (see Additional file 1: Supporting notes). Assembly is then resolved at each locus with aligned reads through a four-step procedure (Fig. 1; see Methods and Additional file 1: Supporting notes). First, boundary labels from all aligned RNA-seq reads are clustered and filtered to demarcate a unique set of locus TSSs, PASs, and splice junctions. Each locus is partitioned into a set of nonoverlapping “frags” defined as the spans between adjacent boundary labels. Four additional frags (S+, E+, S−, E−) denote the presence of a Start or End Tag on the forward or reverse strand. Second, a Membership Matrix is generated to redefine all aligned reads with respect to the locus frags. A read’s Membership includes each frag it overlaps and excludes each incompatible frag (e.g., a spanned intron, a region upstream of a TSS or downstream of a PAS). Reads with identical patterns of Membership are condensed to a single element (row) of the Membership Matrix, whose weight is the total coverage depth across the element by all reads of that pattern. Third, an Overlap Graph is constructed from the Membership Matrix elements and this directed graph is simplified by collapsing shorter elements into the elements that contain them. Finally, the Overlap Graph is iteratively traversed to resolve an optimal set of Greedy Paths from TSSs to PASs. These Paths describe a set of full-length transcript models best supported by the input reads. The Membership Matrix definition is flexible enough to utilize reads regardless of their length, alignment gaps, strand, or end information (Additional file 1: Fig. S1B).

**Fig. 1:**
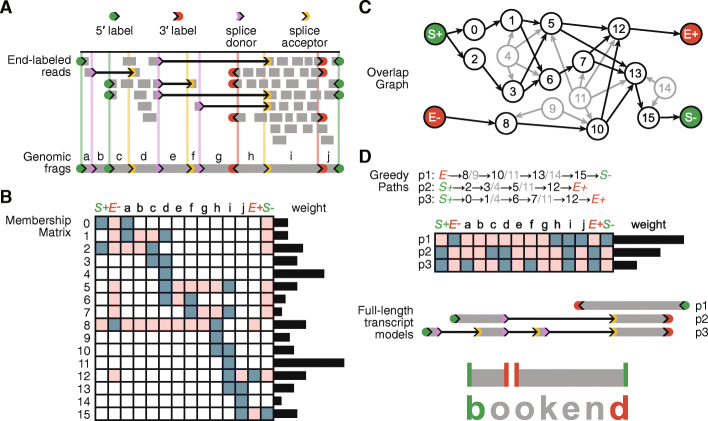
End-guided assembly with Bookend. **A** Individual RNA-seq reads are mapped to a genome, recording which reads mark a transcript 5′ or 3′ end, and which reads span one or more splice junctions. Ranges between adjacent features are recorded as frags. **B** Each unique read structure is recorded in a condensed representation as one element in a Membership Matrix; blue—included, pink—excluded. The weight of each element is the coverage depth of matching reads (sequenced bases/length) across the element. **C** A directed graph is constructed between overlapping elements of the Membership matrix. Weights of contained elements (gray) are distributed proportionally to their containers. **D** A set of optimal paths through the graph is iteratively constructed from the heaviest unassigned elements. Complete Paths are output as full-length transcript annotations

### End-labeled reads improve the quality of transcript assembly

*Arabidopsis thaliana* (Arabidopsis) is an ideal model to benchmark transcript assembly in higher eukaryotes. The Arabidopsis genome is compact (~ 119 megabases), contains few repetitive elements, and the TAIR10 reference annotation was extensively curated from expressed sequence tag (EST) data [7]. To determine whether end-labeled reads improve assembly, we examined libraries generated with the low-input sequencing method Smart-seq2 from Arabidopsis floral buds [16]. Two crucial steps in the Smart-seq2 protocol, template switching and preamplification, enrich for full-length cDNA with an oligo label at both the 5′ (template switching oligo, TSO) and 3′ (oligo-dT) ends [22]. These oligos were trimmed from all reads and a record was kept of which end label was found (5′, 3′, or no label) before mapping to the genome. As anticipated, a small percentage of reads were found with either label (Fig. 2A; Additional file 1: Table S1). All reads were aligned to the Arabidopsis genome, and the terminal positions of 5′- and 3′-labeled reads were retained as “Start Tags” and “End Tags,” respectively. Of End Tags mapping to annotated genes, 88% mapped near PASs, defined as the last decile of the gene or up to 100 nt downstream (Fig. 2B). Start Tags had lower specificity for TSSs, with only 48% of Start Tags in the first decile of genes or up to 100 nt upstream. Template switching is known to readily occur at RNA 5′ ends derived from in vivo or in vitro RNA decay. However, a subset of reads contain an intervening G between the TSO and the genome-aligned sequence, indicating a 7-methylguanosine cap on the template RNA [16, 29, 37]. The upstream untemplated G (uuG)-containing Start Tags were classified as Cap Tags. Cap Tags were rare relative to all Start Tags (9%), but were much more specific to TSSs with an average of 88% of Cap Tags within each gene mapping near the 5′ end (Fig. 2B). To optimize detection of true transcript 5′ and 3′ ends, the Tag Clustering algorithm designed for Bookend defines Tag weight as a function of total read depth and applies a bonus to Cap Tags over non-uuG Start Tags (See Additional file 1: Supporting notes: “Tag Clustering”).

**Fig. 2:**
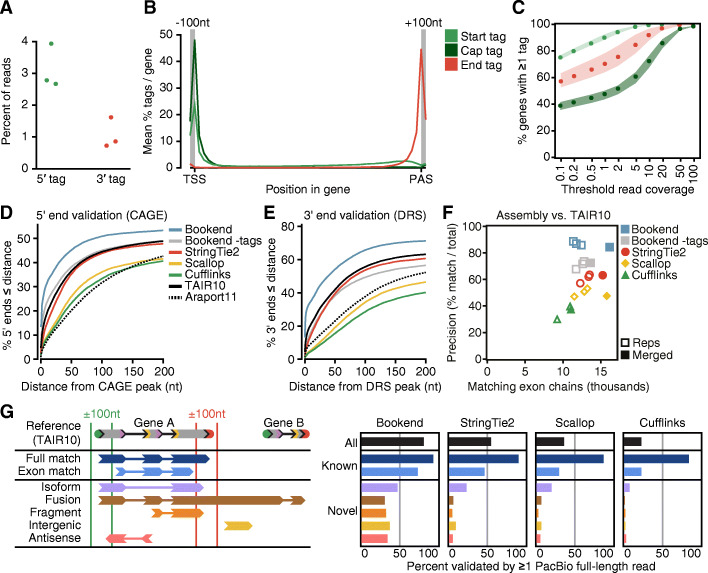
End-labeled Smart-seq2 reads accurately detect transcript 5′ and 3′ ends. **A** Percent of reads in three Smart-seq2 libraries that contained a 5′-labeled or 3′-labeled junction, respectively. **B** Average signal strength per gene of Start, End, and Cap Tags along gene bodies in 50 bins with an additional 100 nt flanking each gene boundary. Start Tag, any 5′ label; Cap Tag, 5′ label with upstream untemplated G (uuG); End Tag, 3′ label. **C** Likelihood of a gene to possess ≥1 Start, Cap, or End Tag as a function of aligned read coverage (average read depth/base). **D** Cumulative frequency of annotated 5′ ends as a function of distance from the closest CAGE peak [36]. **E** Distance of 3′ ends from the nearest DRS peak [30] as in (**D)**. **F** Performance of three transcript assemblers, measured by total number of reference-matching exon chains (*x*-axis) vs. percent of assembled transcripts that match the reference (*y*-axis). **G** (Left) Schematic depicting classifications of assembled transcripts against the closest TAIR10 reference isoform. (Right) Rate of validation by PacBio full-length non-chimeric (FLNC) reads for different assemblies, grouped by classification

Despite end-labeled reads being relatively rare, the preamplification process should ensure that a TSO or oligo-dT sequence is at each end of every cDNA molecule prior to tagmentation. Therefore, we expected end-labeled reads to be distributed widely across the genome wherever reads exist. As predicted, the majority of genes with > 0 read coverage contained ≥1 Start Tag and ≥ 1 End Tag, and the likelihood of finding a Start or End Tag increased as a function of total read coverage (Fig. 2C). Of all genes with at least 1×, 10×, and 100× read coverage, 73.3, 94.4, and 99.2% possessed both a Start and End Tag, respectively.

To assess whether end-labeled reads mark real TSSs and PASs at nucleotide precision, Bookend was used to assemble all floral bud Smart-seq2 reads either with or without utilizing Start and End Tags. Additionally, three leading short-read transcript assemblers were used with comparable settings (see “Methods”): StringTie2 [35, 38], Scallop [39], and Cufflinks [40]. Publicly available Arabidopsis CAGE [36] and Direct RNA-seq (DRS [30]) datasets were used to validate 5′ and 3′ ends, respectively. All three of these widely used assemblers output thousands of single-exon unstranded fragments, which were ambiguous with regard to which end is 5′ or 3′ and thus were discarded from further analyses (Additional file 1: Table S2). Bookend-defined TSSs based on Start/Cap Tags were more likely to have a CAGE peak within 200 nt than 5′ ends reported either by Bookend without the use of Start Tags, the three leading assemblers, or even the current Arabidopsis reference annotations (Fig. 2D). Likewise, a higher proportion of Bookend-identified PASs were supported by DRS reads than PASs reported by the other transcript assemblers and Arabidopsis reference annotations (Fig. 2E). At the nucleotide level, Bookend-defined transcript boundaries were more than twice as likely to agree with the exact experimentally determined TSS and PAS peak positions than the most accurate reference annotation (TAIR10), while the other three assemblers reported transcript boundaries less accurate than TAIR10 (Additional file 1: Fig. S2A,B). Strikingly, even the Bookend 5′ and 3′ ends > 100 nt from any reference still possessed known sequence motifs associated with TSS and PAS, respectively, whereas sequence content around novel ends from Cufflinks, Scallop, and StringTie2 is largely incoherent (Additional file 1: Fig. S2C,D). In addition to a dramatic increase in transcript boundary accuracy, 16,158 exon chains predicted by Bookend fully matched a TAIR10 reference transcript, which was higher than when end-labeled reads were ignored (13,660) and exceeded the totals from Scallop (15,785), StringTie2 (15,253), or Cufflinks (11,051) (Fig. 2F). Therefore, Bookend correctly builds more known transcripts than other assemblers and Bookend-annotated 5′ and 3′ ends were more precise than even the most accurate Arabidopsis reference annotation.

In addition to known transcripts, Bookend constructed 2979 isoforms not present in TAIR10, which was 66% fewer than StringTie2 (8,886), 83% fewer than Scallop (17,400), and 84% fewer than Cufflinks (18,934). An assembled transcript may fail to match TAIR10 either because the assembly is incorrect or because the reference is incomplete. 

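Floral buds of Arabidopsis thaliana Col-0, the standard laboratory accession, were collected in 2 biological replicates, and each replicate gave 1 long-read library from 10 μg of total RNA. A full-length non-chimeric (FLNC) read is a consensus of several passes over the same circularized cDNA molecule that carries both cDNA primers and a poly(A) tail. The authors aligned these reads to the TAIR10 genome with minimap2, using the splice junctions of TAIR10 transcripts as a guide, and converted the alignments with Bookend. The deposited values are lists of aligned structures, each with its exons, its strand, a label for its 5′ and 3′ end and an expected count of reads, without normalization for library size. A read with several alignments is split between them. Structures with a fractional count held 0.823% ± 0.0107 (SD, n = 2) of the total. This is not the share of split reads itself, since such a structure can also hold unsplit reads and split reads can add up to a whole number. Replicate 1 held 267716 aligned reads and replicate 2 held 255215. Nuclear reads had a median aligned length of 1135 nt in replicate 1 and 1254 nt in replicate 2, with a mean of 3.58 and 4.17 introns, respectively.
The libraries were compared before any value was averaged. Across 10012 genes with at least 10 reads, a chi-square test of the read counts gave 17203 on 10011 degrees of freedom, a ratio of 1.72. For 2 simulated draws from the same library, counted in 5852 genomic bins, this ratio was 1.02. The test bears only on whether the reads are 2 draws from the same library, which would give a ratio near that of the simulated draws. Identical counts would give a lower ratio still. That the libraries are biological replicates is taken from the paper. Read counts per gene were scaled to the total of reads assigned to genes in each library (RPM). On the log2(RPM + 1) scale they had a Pearson correlation of 0.738 and a Spearman correlation of 0.810 across 21135 genes, which are not independent replicates. There is 1 condition, so no groups were compared. Shares were computed in each replicate and are given as the mean ± SD, and sets of unique structures were pooled over both replicates. The 95% Wilson intervals given for single libraries cover counting error only.
Each read was then compared with the RefSeq annotation of TAIR10.1, which has 60020 transcripts of 38012 genes on the nuclear chromosomes and the plastid genome. The older TAIR10 transcript models were not used here. No nuclear or plastid read extended past the end of its chromosome, and 98.7% of the introns in nuclear reads began with GT and ended with AG. A full match had the intron chain of an annotated transcript and both ends within 100 nt of its ends, whereas an exon match had the same intron chain and other ends. A read without introns matched a transcript without introns if it covered at least 50% of it. The remaining reads were classed as fusions of adjacent genes, fragments of an annotated transcript, other isoforms of a known gene, antisense or intergenic reads, and a small class that lay inside an intron. Reads with a masked high-error exon were kept apart because their exon chain is incomplete. Mitochondrial reads, 0.718% of the total, were left out of every comparison with the annotation.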

To distinguish between these possibilities, two long-read SMRT cells of floral bud RNA were sequenced with the PacBio platform to yield 547,910 full-length non-chimeric (FLNC) reads. All short-read assemblies were partitioned into 7 different classifications based on their relationship to the most similar TAIR10 model (Fig. 2G). A transcript model was considered experimentally validated if at least one aligned PacBio read fully matched the model (entire exon chain, ±100 nt ends). 

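Among the 60020 annotated transcripts, 11497 (19.2%) had at least 1 read that matched the whole exon chain with both ends within 100 nt, and these transcripts came from 10189 genes. Replicate 1 alone supported 8521 transcripts and replicate 2 alone supported 9078, of which 6102 were supported in both. The tolerance at the ends decided much of this number. When the ends were ignored and only the exon chain had to match, 22949 transcripts (38.2%) had support, whereas ends within 50 nt left 5438. With at least 2 fully matching reads, 7642 transcripts were supported. Among reads with a matching exon chain, the 5′ end lay a median of 94 nt inside the annotated 5′ end in both replicates, and 51.4% ± 0.0902 (SD, n = 2) of these reads had their 5′ end within 100 nt of it. The 3′ end lay a median of 105 nt inside the annotated 3′ end in replicate 1 and 103 nt in replicate 2, and 47.0% ± 0.490 of the reads had their 3′ end within 100 nt of it. These distances, and the support that rests on them, depend on where the annotation places its ends as well as on the reads. The paper cites reports of Araport11 start sites lying too far upstream. Whether the annotation used here shares this was not tested.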

Of all Bookend transcripts, 81.2% were supported by PacBio data, which surpassed the validation of transcripts predicted by StringTie2 (54.7%), Scallop (35.9%), or Cufflinks (22.3%) (Fig. 2G; Additional file 1: Table S2). Reference-matching transcripts have a higher average estimated abundance than non-reference transcripts, making the latter more difficult to validate with the limited throughput of long-read sequencing (Additional file 1: Fig. S2E). Despite this limitation, 42.3% of non-reference Bookend assemblies were fully supported by at least one PacBio read, which was substantially higher than the validation rate of non-reference transcript assemblies generated by StringTie2 (15.9%), Scallop (11.6%), and Cufflinks (4.3%) (Fig. 2G). 

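Unique exon chains of the long reads differed in depth by whether they matched the annotation. The 22250 chains with an annotated exon chain had a median of 5 reads and a mean of 18.5, and 68.0% of them were seen in both replicates. The 48819 chains that did not match had a median of 1 read and a mean of 1.90. Of these, 20.6% were seen in both replicates and 69.2% rested on 1 read. Among multi-exon chains only, 68.3% of matching and 13.9% of non-matching chains were seen in both replicates. To examine how far the sequencing depth limited the support of reference transcripts, random subsets of the reads were drawn 10 times at each depth. With 50% of the reads, 8947 ± 36.4 transcripts (SD over draws) had a full match, and the number grew by a further 28.5% with all reads. Over the same step, genes with at least 1 read grew by 11.4% and multi-exon chains that matched no annotated transcript grew by 74.8%. The last 10% of the reads still added 406 supported transcripts.

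**Figure D1:**
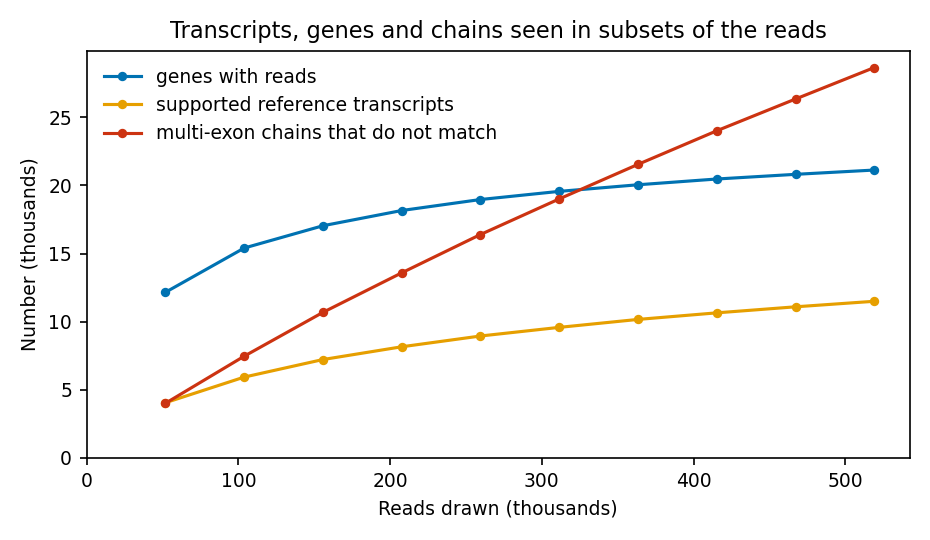
Number of genes with reads, reference transcripts supported by a full match and multi-exon chains without an annotated exon chain (vertical axis, in units of 1000) against the number of reads drawn from both replicates (horizontal axis, in units of 1000). Points are means of 10 random draws, apart from the last, which is the whole set of 21135 genes, 11497 transcripts and 28663 chains.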

Taken together, these results demonstrate that end-guided assembly using latent RNA end information enables precise transcript reconstruction from end-labeled short-read datasets.

### Hybrid assembly refines and complements long-read RNA-seq

Long-read sequencing technologies do not obviate the need for transcript reconstruction. Various sources of technical and biological noise result in fragmented or improperly spliced long reads [32, 41]. Long-read approaches also suffer from a higher base-level error rate compared to short-read platforms [42]. Error correcting methods such as Circular Consensus Sequencing (CCS) require reverse transcription and cDNA amplification, which are susceptible to mispriming and template-switching artifacts [43, 44]. This has driven the ongoing development of tools to refine transcript models derived from long reads [33, 34]. Additionally, StringTie2 was recently repurposed to assemble long reads [35].

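In the deposited alignments a 5′ end carries either a label with an upstream untemplated G, which Bookend reads as an RNA cap, a label without that G, or no label. Of all aligned reads, 55.2% ± 0.744 (SD, n = 2) carried the cap label, 41.9% ± 0.542 carried the label without the untemplated G, and 2.93% ± 0.201 had no 5′ label. Among 5′ end sites of fragments, 0 of 605 cap-labeled ones had a genomic G just upstream, against 26.3% of 14905 uncapped ones. Capped ends next to a genomic G may thus lack the cap label, so its shares may understate capped ends. The replicate values for the cap label were 54.7% (95% Wilson interval 54.5 to 54.9) and 55.7% (55.5 to 55.9). Reads of the plastid genome, whose transcripts have no cap, carried the cap label in 1.96% ± 0.0794 of cases, and mitochondrial reads in 2.00% ± 0.0279. Nuclear reads that fully matched an annotated transcript carried it in 67.0% ± 0.789 of cases, other isoforms of known genes in 55.8% ± 0.724, fragments in 6.38% ± 0.859, antisense reads in 11.2% ± 1.47 and intergenic reads in 2.16% ± 0.311. All of these differences from full matches were far larger than the spread between replicates, whereas intergenic reads were at the level of the plastid reads.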

To quantify potential sources of error, PacBio FLNC reads were aligned to the genome and processed by the Bookend pipeline to identify and remove template-switching artifacts, oligo-d(T) mispriming events at A-rich regions, and exons with a high alignment error (Fig. 3A). Across both SMRT cells, 95.4% of reads aligned successfully, and 97.0% of alignments did not contain any high-error exons, defined as the total length of mismatches, inserts, and deletions exceeding 10% of the exon length. However, 14.1% of all FLNC 3′ end labels were removed due to alignment failure or the presence of an A-rich region immediately downstream of the oligo-d(T) junction. 

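The deposited alignments of both libraries add up to 522931 reads, which is 95.4% of the number of FLNC reads that the paper gives. A gap without splice signals, left where a high-error exon was masked, was absent from 97.4% of the alignments in replicate 1 (95% Wilson interval 97.4 to 97.5) and from 96.5% in replicate 2 (96.4 to 96.6), or 97.0% of all alignments. The difference between the replicates was larger than the counting error of either. The mismatches themselves are not recorded in the deposited values, so the error of an exon was not recomputed.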

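No 3′ label was present on 13.8% of aligned reads in replicate 1 (95% Wilson interval 13.6 to 13.9) and on 14.5% in replicate 2 (14.3 to 14.6), or 14.1% of all aligned reads. These percentages count aligned reads only; reads that did not align and aligned reads without a 3′ label together make up 18.0% of the FLNC reads. To relate the missing labels to the genome, the 20 nt downstream of each 3′ end were called A-rich if they contained at least 12 A. By this rule 9.75% ± 0.530 (SD, n = 2) of nuclear and plastid reads ended at an A-rich stretch. The stretch was present at 62.3% ± 1.41 of reads without a 3′ label, but at only 1.14% ± 0.0193 of reads that kept it. The share of A-rich 3′ ends depended on the rule and was highest, 16.7% ± 0.466, with a minimum of 10 A. A shorter window, chosen after the data were seen, followed the missing labels more closely. At least 8 purines in the 10 nt downstream were found at 87.6% ± 0.134 of reads without the label and at 2.31% ± 0.00585 of reads with it. Reads of the plastid genome rarely kept the 3′ label, with 93.9% ± 0.493 lacking it, compared to 12.5% ± 0.224 of nuclear reads.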

If treated as genuine 3′ ends, these reads can cause false annotation of 3′-UTRs or putative transcripts antisense or intergenic to known genes [43] (Additional file 1: Fig. S3A). 

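The 3′ ends of reads were merged into sites, so that each site counts once, and divided by their place. Of 32199 sites within 100 nt of an annotated 3′ end in replicate 1, 6.91% were A-rich (95% Wilson interval 6.64 to 7.19), and of 32687 sites in replicate 2, 7.06% were (6.79 to 7.35). Other sites in known genes numbered 22755 and 22551, with 13.5% (13.1 to 14.0) and 14.5% (14.0 to 15.0) A-rich. At antisense or intergenic loci, 85.3% of 6859 sites in replicate 1 (84.4 to 86.1) and 88.3% of 6497 sites in replicate 2 (87.5 to 89.0) were A-rich. The odds of an A-rich site at such a locus were 78.2 times those at an annotated 3′ end in replicate 1 and 99.02 times in replicate 2 (two-sided Fisher's exact test within each replicate, log10 of p -3889 and -3996). Reads at antisense or intergenic sites made up 3.59% ± 0.103 (SD, n = 2) of all reads, and 92.6% ± 1.22 of them had lost the 3′ label, against 8.95% ± 0.129 of reads at annotated 3′ ends.
The most-read A-rich site outside annotated genes lies on chromosome 3 of TAIR10 at position 14204724 on the forward strand. It had 36 reads in replicate 1 and 63.8 in replicate 2, none with a 3′ label, between the upstream sequence GAATAAGAATAAGAATAAGT and the downstream sequence AATAAGAATAAGAATAAGAA. At annotated 3′ ends, the most-read A-rich site belongs to PEL3 (AT5G23940) at position 8076370 on the reverse strand of chromosome 5, where AAGTTTCATGTACTGTTGTC is followed by AATAAAAAAGAAAAATTAGT. There, 316 of 517 reads kept the 3′ label and 360 carried the cap label. ATA20 (AT3G15400) has an A-rich site inside the gene but more than 100 nt from its annotated 3′ ends, at position 5203033 on the forward strand of chromosome 3. This site is followed by AAGTAAAAAGATATATAAGG, and 967 of its 1461 reads kept the label. The most-read site at an annotated 3′ end that is not A-rich, that of LHB1B2 (AT2G34420) at position 14522596 on the reverse strand of chromosome 2, is followed by AACTGTGTTGGCGTTTTATC, and 2840 of 2881 reads kept the label.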

Direct RNA sequencing bypasses oligo-d(T) priming and was used to produce a map of genuine Arabidopsis PAS [30]. These sites show a distinct pattern of nucleotide enrichment, including a C/A dinucleotide motif at the cleavage and polyadenylation site itself, and a U-rich upstream element (USE) and downstream element (DSE) (Fig. 3B). Three tools were used to reduce the PacBio FLNC data into a unique set of transcripts: the Iso-seq3 clustering algorithm from PacBio, assembly by StringTie2, and end-guided assembly by Bookend. All 3 methods could recapitulate known PAS motifs at the set of 3′ ends within 100 nt of a TAIR10-annotated PAS. StringTie2-annotated 3′ ends showed a slight A-richness at novel 3′ ends, and both Iso-seq3 and StringTie2 annotations contain thousands of putative novel antisense or intergenic RNAs whose 3′ ends are extremely A-rich (Fig. 3C), which is a hallmark of mispriming artifacts [32]. In contrast, Bookend-defined 3′ ends at both known and novel locations showed canonical PAS motifs. Similarly, known and novel Bookend 5′ ends showed features distinct to transcription start sites, including the TATA-box and Y-patch (Additional file 1: Fig. S3B). Therefore, Bookend retains genuine novelty from long-read datasets by filtering against known sources of error.

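The genomic sequence at the 3′ ends of the reads, before any clustering or assembly, was examined in the same 3 groups. In the 20 nt downstream of the site, A made up 35.0% ± 0.0135 (SD, n = 2) of the bases at annotated 3′ ends and 36.4% ± 0.342 at other sites in known genes, but 76.1% ± 1.45 at antisense and intergenic loci. When each read counted once instead of each site, the values were 33.0%, 32.6% and 78.4%. Over both replicates there were 42673, 31583 and 10941 sites in these groups. Between 6 and 25 nt downstream, T made up 37.3% and 35.6% of the bases in the known-gene groups and 15.2% at antisense and intergenic loci. From the extreme A-richness of such 3′ ends in the Iso-seq3 and StringTie2 annotations, the paper reasons that they carry the hallmark of mispriming by oligo-d(T).

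**Figure D2:**
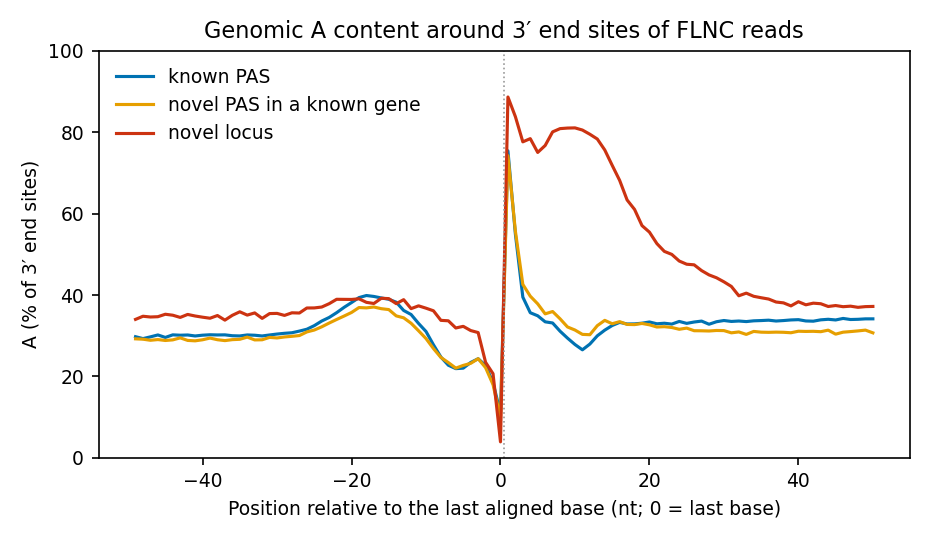
Percentage of A at each genomic position (vertical axis) from 49 nt upstream to 50 nt downstream of the last aligned base (horizontal axis) of the 3′ end sites of FLNC reads, pooled over both replicates. Lines are sites within 100 nt of an annotated poly(A) site (PAS), other sites in known genes and sites at antisense or intergenic loci; at the base just downstream A reaches 75.4%, 74.2% and 88.6%, respectively, and stays high over the next bases only at antisense or intergenic loci.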

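Bookend's assemblies were made from reads whose 3′ labels at A-rich sequence had been removed, and the composition at read ends that kept the label can be compared with that of all ends. Among sites that kept it, A made up 32.0% ± 0.0127 (SD, n = 2) of the 20 nt downstream at annotated 3′ ends, 29.2% ± 0.0536 at other sites in known genes and 35.2% ± 0.515 at antisense and intergenic loci. T made up 39.8% ± 0.07002, 40.4% ± 0.0116 and 37.0% ± 0.616 of the 30 nt upstream, and 39.1% ± 0.0487, 40.8% ± 0.0148 and 36.3% ± 0.166 of the window from 6 to 25 nt downstream. The nuclear genome has 31.9% T. Over both replicates, 37100 of the sites at annotated 3′ ends, 23875 of the other sites in known genes and 1288 of the sites at antisense or intergenic loci had a read with the label. These are values of read ends, not of assembled transcripts, which were not analysed here.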

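At the level of reads, cap-labeled 5′ ends were merged into sites with at least 2 reads in a replicate. Within 100 nt of an annotated 5′ end there were 9402 such sites in replicate 1 and 9931 in replicate 2, and 19.0% ± 0.371 (SD, n = 2) of them had the TATA-box sequence TATAWA starting 20 to 45 nt upstream. Farther from annotated 5′ ends there were 4801 and 4954 sites, and 19.5% ± 0.476 of them had it, a difference between the groups about as large as the replicate error. In 20000 random windows of the nuclear genome the share was 4.75%. Requiring at least 5 reads per site raised it to 29.0% ± 0.158 and 29.4% ± 0.708. The pyrimidines C and T, which form the Y-patch, made up 55.1% ± 0.150 of the 40 nt upstream of sites near annotated 5′ ends and 57.6% ± 0.135 of those farther away, against 49.8% in the random windows. For 5′ ends with a label but without the untemplated G, TATAWA was found at 22.5% ± 0.337 of sites near annotated 5′ ends and at 14.8% ± 1.71 of the others. With at least 5 reads these shares were 36.5% and 36.4% near annotated 5′ ends and 30.2% and 32.1% farther away in replicates 1 and 2, so that in each replicate the sites farther away had the motif less often than cap-labeled ones at 2 reads but not at 5. With the reads of both replicates pooled at 5 reads, they had it at 23.8%, against 24.6% of cap-labeled ones. The annotated 5′ ends used here often lie upstream of the read ends, so the group farther away is not limited to unannotated promoters.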

**Fig. 3:**
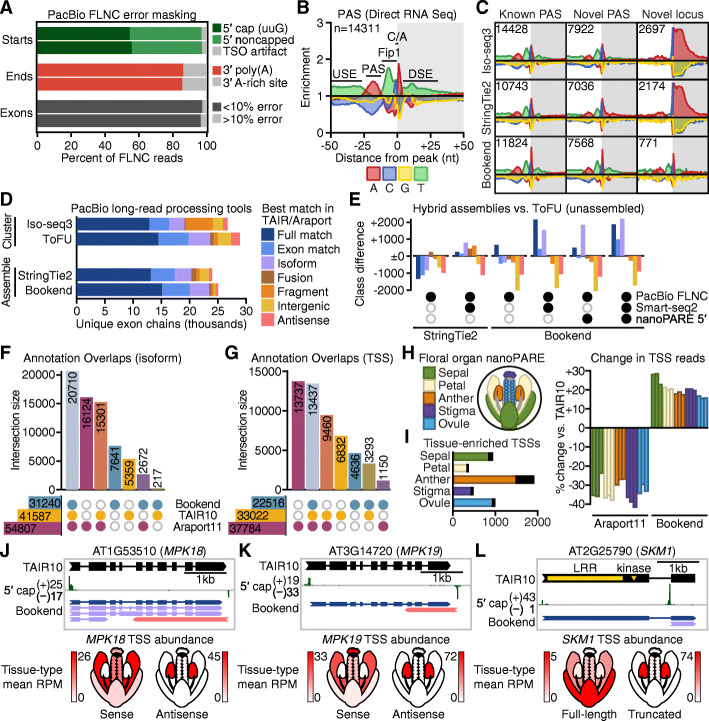
Long-read sequencing is augmented by hybrid assembly. **A** Artifacts identified in PacBio FLNC reads from two SMRT cells by alignment to the Arabidopsis reference genome. **B** Nucleotide frequency enrichment in a ± 50 nt window around poly(A) sites (PAS) identified by Direct RNA-seq [30]. **C** Nucleotide enrichment around 3′ ends of transcripts constructed from PacBio reads by Iso-seq3 (top), StringTie2 (middle), and Bookend (bottom) at sites overlapping a TAIR10 PAS (left), novel PAS at a known gene (middle), and novel antisense or intergenic loci (right); colors and scales as in (**B)**. **D** Classification against the closest match in TAIR10 or Araport11 of transcripts constructed by four long-read processing strategies: Iso-seq3 clustering, cluster collapse by ToFU, and FLNC assembly by StringTie2 or Bookend. **E** Effect of long-read assembly on the number of transcripts by class (colored as in **D**) by StringTie2 (left) or Bookend (right) using hybrid assembly with one or more tissue-matched sequencing libraries. Bars show difference vs. ToFU-collapsed Iso-seq3 clusters. **F** UpSet plot depicting the number of overlapping transcript isoforms present in TAIR10, Araport11, and the Bookend Floral Bud assembly. **G** UpSet plot for the union of transcription start site peaks, allowing a ± 50 nt overlap window. **H** Diagram of floral organs analyzed by nanoPARE (left) and percent change in the number of TSS-overlapping reads for alternative annotations to TAIR10 in 15 tissue-specific nanoPARE libraries (right). **I** Bar chart of the number of enriched TSSs in each tissue type (≥4-fold mean RPM ingroup vs. outgroup, ANOVA *p* < 0.01, Benjamini-Hochberg correction). Shaded portions are TSSs exclusive to Bookend Floral Bud. **J** IGV browser image depicting Bookend Floral Bud assemblies for *MPK18* (top) and nanoPARE abundance heatmaps for *MPK18* sense and antisense TSSs (bottom). **K** Architecture and abundance of *MPK19* isoforms as in (**K)**. **L** Full-length and truncated isoforms of *SKM1* assembled by Bookend (top). Heatmaps as in (**J–K)** for *SKM1* TSSs (bottomt). TPM, transcripts per million; TSS, transcription start site

Another major source of transcript assembly error is truncated 5′ ends due to premature template switching during reverse transcription or amplification of degraded RNA. 

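Fragments made up 12.6% of the reads in replicate 1 and 9.13% in replicate 2. The missing side can be read from the introns of multi-exon fragments, of which there were 14802 reads in replicate 1 and 9944 in replicate 2. Of these, 93.1% ± 1.15 (SD, n = 2) lacked introns only at the 5′ side of the annotated transcript, 6.13% ± 1.09 only at the 3′ side and 0.739% ± 0.0543 at both. The authors kept only reads with a poly(A) tail, which disfavors molecules cut at the 3′ side. Where annotated transcripts differed, a call of a single side was also preferred to both. The excess at the 5′ side may therefore owe part of its size to these choices. When fragments with an A-rich 3′ end were left out, the share that was truncated only at the 5′ side rose to 95.9% ± 0.743. Nuclear fragments without 5′ introns carried the cap label in 4.12% ± 0.738 of cases, compared to 67.1% ± 0.727 of multi-exon reads that fully matched a transcript. Among all nuclear fragment reads, 55.4% ± 0.737 had no intron at all, and their truncated side was not determined.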

Although 79% of FLNC alignments fully matched the exon chain of a TAIR10 or Araport11 transcript, most were copies of a few highly expressed genes. 

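An annotated exon chain was matched by 76.0% of the nuclear and plastid reads in replicate 1 (95% Wilson interval 75.8 to 76.1) and by 77.5% in replicate 2 (77.3 to 77.6), a mean of 76.7% ± 1.05 (SD, n = 2). Full matches with both ends within 100 nt were 19.1% ± 0.450 of reads. Among multi-exon reads alone, 84.8% ± 0.379 matched an exon chain. The matching reads fell on 18525 genes. The most-read 1017 genes held 50% of them, which is 5.49% of the genes, and the 100 most-read genes held 19.1%. The 5 most-read genes held 3.71%. These were CAB1 (AT1G29930, chromosome 1, 10477885 to 10479114) with 4292 reads over both replicates, RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049667) with 3932, LHB1B2 (AT2G34420, chromosome 2, 14522524 to 14523568) with 2891, AT5G60390 (chromosome 5, 24288596 to 24291020) with 2529 and ATA20 (AT3G15400, chromosome 3, 5201622 to 5203197) with 1849. Between 93.8% and 97.1% of the reads of these genes matched an exon chain. CAB1, RBCS1A, LHB1B2 and AT5G60390 belong to gene families with similar sequences, and the authors' alignment can split or misplace reads between such copies.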

After collapsing alignments into sets of unique exon chains, full-length reference transcripts accounted for only 31.4% of all unique chains, and 24.8% of unique chains were fragments of known transcript models, missing one or more exons (Additional file 1: Table S3). 

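Collapsing the nuclear and plastid reads of both replicates by strand and intron chain, and merging overlapping reads without introns, gave 71069 unique chains, of which 47559 had more than 1 exon. A chain took the best class of its reads. Of all chains, 31.3% had the exon chain of an annotated transcript, and 16.0% also had a read with both ends within 100 nt of that transcript. Fragments were 32.6% of chains, other isoforms of known genes 21.4%, intergenic chains 7.39%, antisense chains 6.51% and fusions 0.621%. The number of reads required per chain changed these shares most. With at least 2 reads, 32512 chains were left, of which 54.3% matched an exon chain, 29.5% had a full match and 26.1% were fragments. Each replicate alone gave fewer chains, 49527 and 46991, and a larger matching share, 36.4% and 40.6%, while fragments were 33.1% and 26.2%. Counting only fragments that missed at least 1 whole exon, a choice made after the data were seen, the pooled share was 32.0%.

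**Figure D3:**
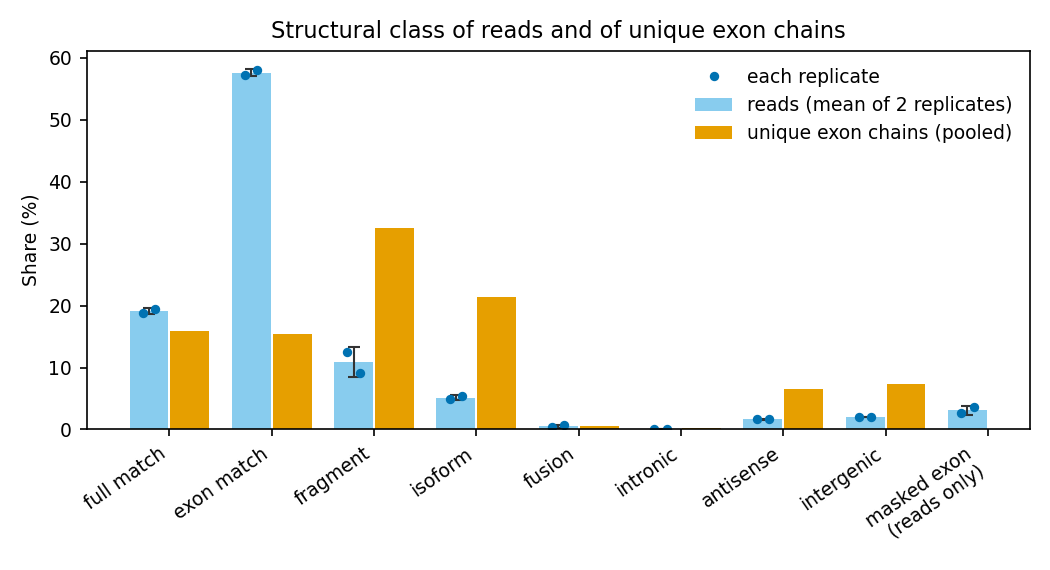
Share (vertical axis, %) of each structural class (horizontal axis) among nuclear and plastid reads, as the mean of 2 replicates with the SD as the error bar and each replicate as a point, and among the unique exon chains pooled over both replicates. Fragments are 10.8% of reads and 32.6% of chains, whereas exon matches are 57.6% of reads and 15.3% of chains; reads with a masked exon form no chain.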

Clustering by Iso-seq3 removes some fragments, and they can be further reduced after alignment by collapsing 5′ truncations with Transcript isOforms: Full-length and Unassembled (ToFU) [45] (Fig. 3D). 

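The effect of collapsing 5′ truncations can be followed on the multi-exon chains of the reads themselves, without clustering by Iso-seq3 and without ToFU, whose outputs were not analysed here. Merging every chain whose introns are the 3′ part of a longer observed chain into that chain reduced 47559 multi-exon chains to 31438. The number of fragment chains fell from 14452 to 1313, which changed their share from 30.4% to 4.18%. Chains with an annotated exon chain rose from 39.7% to 55.0% of the total, although some of them were merged as well: full matches went from 9890 to 9258 and exon matches from 9006 to 8032. Other isoforms of known genes went from 13258 to 11926. If a chain was merged only when its 3′ end lay within 200 nt of that of the longer chain, 31672 chains remained and 4.62% were fragments. With at least 2 reads after merging, 17501 chains remained.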

To determine whether precision could be improved through assembly, the FLNC data was processed by StringTie2 or Bookend. StringTie2 yielded 12% fewer full-length reference matches than ToFU, but also reported 27% fewer transcripts that failed to match a reference (Fig. 3D,E, Additional file 1: Table S3). Bookend reported a 1% increase in reference matches over ToFU with a 45% reduction in non-matches. 

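In the annotation used here, the mean distance between adjacent genes on the nuclear chromosomes, regardless of strand and with overlapping genes counted as a distance of 0, was 1128 nt and the median was 529 nt. Of these pairs, 16.6% touched or overlapped. Among protein-coding genes alone the mean was 1992 nt and the median 649 nt. Reads that covered at least 100 exonic nt of each of 2 genes on the same strand numbered 864 in replicate 1 (0.325% of nuclear and plastid reads, 95% Wilson interval 0.304 to 0.347) and 1659 in replicate 2 (0.655%, 0.624 to 0.687). The plastid genome, whose genes are often transcribed together, gave 72.6% of them. The pairs with the most such reads in both replicates were psbJ and psbE (plastid positions 63538 to 63660 and 64071 to 64322) with 228 reads, psbK and psbI (7017 to 7202 and 7583 to 7693) with 181, and the genes of the 23S and 4.5S ribosomal RNA (104691 to 107500 and 107599 to 107701) with 164.5.
On the nuclear chromosomes alone, a division made after the data were seen, fusion reads were 267 in replicate 1 and 424 in replicate 2, or 0.137% ± 0.0486 (SD, n = 2) of nuclear reads. They joined 310 pairs of genes, of which 63 were joined in both replicates. Of 367 nuclear fusion chains, 283 had 1 read. Outside the ribosomal RNA genes of chromosome 3, the most-read pair was AT5G24610 (chromosome 5, 8428078 to 8429253) and AT5G24620 (8430004 to 8432414), which lie 750 nt apart on the forward strand and were joined by 8 reads in replicate 1 and 10 in replicate 2. Of these 18 reads, 15 carried the cap label and 11 the 3′ label. Requiring at least 200 exonic nt of each gene left 1304 of the 2523 fusion reads of both genomes.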

Because the Arabidopsis genome is compact with an average of only 1.5 kilobases (kb) between adjacent genes, assembly algorithms agnostic to 5′ and 3′ end information risk creating “fusions” of adjacent genes due to spurious read-through transcripts (Additional file 1: Fig. S3A). StringTie2 reported 838 fusion transcripts, 41% more than ToFU. By contrast, end-guided assembly of PacBio FLNCs with Bookend yielded 32% fewer fusions than ToFU and 52% fewer than StringTie2 while reporting more full-length matches than either (Fig. 3D, Additional file 1: Table S3).

Bookend’s assembly model is general enough to combine reads from different sequencing strategies to produce a single “hybrid assembly.” We used Bookend to assemble combinations of long reads (PacBio FLNCs), short reads (Smart-seq2), and transcript start site reads [16], and compared all transcript models against their closest match in either TAIR10 or Araport11 (Additional file 1: Table S3). Assembly was most sensitive when all three read types were combined, and concordance with reference annotations was higher for all Bookend hybrid assemblies than for all other methods. When short reads, long reads, and transcript start site reads were combined, Bookend could identify 2841 more reference-matching transcripts than ToFU (Fig. 3E). A recent update to StringTie2 implemented hybrid assembly of short and long reads and reported an improvement over long-read assembly alone [46]. Consistent with this report, StringTie2 hybrid assembly on the floral bud libraries was more sensitive than with only long reads, assembling 374 more matches than ToFU (Fig. 3E). However, StringTie2 also yielded more than twice as many transcript fragments as ToFU (Fig. 3E). Unlike StringTie2, Bookend can also integrate information from RNA 5′ ends and requiring Cap Tags at transcript 5′ ends during Bookend hybrid assembly yielded 30,219 transcript models with a 74.6% global concordance with the reference annotations (Additional file 1: Table S3). We report this hybrid assembly of long, short, and 5′ end reads as the Bookend Floral Bud annotation (Fig. 3F, Additional file 2: Dataset 1-2) [16].

The Bookend Floral Bud annotation was assembled from RNA-seq of floral buds, which contain petal, sepal, anther, stigma, and ovule organs. To examine novel transcript models assembled by Bookend in more detail, we first quantified 15 previously published tissue-specific nanoPARE libraries (3 biological replicates from petals, sepals, anthers, stigma, or ovules that comprise floral buds) against TSSs from TAIR10, Araport11, or Bookend Floral Bud annotations. Although Bookend Floral Bud full-length isoforms had a greater overlap with Araport11, Bookend Floral Bud TSSs overlap more closely with TAIR10 (Fig. 3F,G). Araport11 had the largest set of TSSs, but they could only account for an average of 33.5% fewer nanoPARE reads than the TSS set from TAIR10 (Fig. 3H). This is consistent with reports that Araport11 TSSs are systematically placed too far upstream [16, 36]. The Bookend Floral Bud annotation possessed the smallest TSS set, but accounted for 20.7% more nanoPARE reads than TAIR10 on average.

Tissue-enriched TSSs were then calculated across the union of TAIR10, Araport11, and Bookend Floral Bud annotations. A tissue-enriched TSS was at least 4-fold more abundant with an ANOVA Benjamini-Hochberg-adjusted *p*-value < 0.01 in either sepals, petals, anthers, stigma, or ovules relative to the other tissues (Additional file 2: Dataset 3). Previously unannotated TSSs account for 8.8% of all sites but 16.5% of tissue-enriched TSSs suggesting that TSSs that vary across tissue types tend to be missing from reference annotations. Novel TSSs are especially overrepresented in anthers, where 459 of 1932 anther-enriched TSSs were exclusive to the Bookend annotation (2.7-fold enrichment, *p* = 2.54e^−90^, hypergeometric test, Fig. 3I). Sixty-three of these anther-enriched TSSs belong to unannotated antisense RNAs, including two transcripts running antisense to the Mitogen Activated Protein Kinase genes *MPK18* and *MPK19*, which are both inversely correlated with the abundance of their sense transcript (Fig. 3J,K). Bookend also uncovered a number of striking novel isoforms in anthers, including transcripts with a TSS near the 3′ end of the gene. One example is *STERILITY-REGULATING KINASE MEMBER1 (SKM1)*, a leucine-rich repeat receptor-like kinase involved in signaling between the pistil and pollen tube during pollination at high temperatures [47]. While the full-length isoform is detectable at a low level in sepals, petals, and ovules, a truncated isoform missing all leucine-rich repeats and the kinase domain is an order of magnitude more abundant in anthers (Fig. 3L). Therefore, end-guided assembly with Bookend enables the identification and initial characterization of tissue-specific transcript isoforms.

### Transcript discovery from single-cell sequencing

Bookend achieved comparable precision assembling Arabidopsis transcriptomes from either long reads or short reads generated by Smart-seq2, which is a protocol routinely used for single-cell RNA sequencing (scRNA-seq) (Additional file 1: Fig. S3C). However, scRNA-seq poses multiple hurdles to accurate assembly. Amplifying the few picograms of RNA in a single cell exacerbates biases and artifacts during reverse transcription [22], and dropouts from inefficient RNA capture place limits on accurate isoform quantification from scRNA-seq [48]. Additionally, scRNA-seq has been most widely adopted in the study of mammalian systems. The mouse genome (and likewise the human genome) is roughly 30 times larger than the Arabidopsis genome with an average of twice as many introns per gene and nearly three times the number of annotated isoforms. Additionally, mouse introns can exceed 100 kb and are on average 36 times longer than in Arabidopsis. Many isoforms per gene and large spans of non-genic sequence make it considerably more challenging both to assemble transcripts and to validate which assemblies are correct. To evaluate Bookend’s utility on mammalian scRNA-seq data, we tested it on a dataset designed for single-cell benchmarking [49] which contains a set of synthetic Spike-In RNA Variants (SIRVs) added prior to cell lysis. SIRVs were designed to present a challenge to isoform quantification tools by mimicking complex mammalian genes [50]. The 69 synthetic transcripts map to 7 regions on a hypothetical genome in a way that recapitulates canonical and non-canonical splicing variation, antisense transcription, and alternative 5′ and 3′ ends with up to 18 isoforms per gene (Additional file 1: Fig. S4A). SIRV Mix E2 contains molecules in four discrete concentrations so that each locus has major and minor isoforms that vary in relative abundance by up to 128-fold. SMARTer library preparations from 96 single mouse embryonic stem cells (mESCs) were deeply sequenced, with an average of 7 million aligned paired-end 100 bp reads per cell (Additional file 1: Table S4) including an average of just over 500,000 SIRV-mapping reads per cell. Bookend correctly reconstructed (full splice match and ≤ 100 nt error on both ends) an average of 22.6 transcripts per cell, which was higher than either Scallop (16.3) or StringTie2 (13) (Fig. 4A,B). Moreover, Bookend assembled fewer false SIRVs than StringTie2 and especially Scallop (Fig. 4B). To test for a relationship between performance and sequencing depth, cells were progressively combined into pairs, then sets of 4, 16, 32, and all reads from the 96 cells. The relative performance of the three assemblers was stable over two orders of magnitude of input with the F-measure (harmonic mean of precision and recall) slightly rising for Bookend as the sequencing depth increased and slightly decreasing for the others (Fig. 4B). Importantly, Bookend consistently assigned a higher estimated abundance to true transcripts, and false assemblies were more concentrated in the low abundance regime than for other assemblers (Fig. 4A). Overall precision on SIRVs averaged 55.9% for Bookend (vs. 39.6% StringTie2, 22.5% Scallop), and precision on the most abundant half of assemblies was 74.2% (vs. 48.2% StringTie2, 28.4% Scallop).

**Fig. 4:**
Bookend performance on single mouse cells. **A** Reconstruction of Spike-In RNA Variants (SIRVs) from 96 paired-end 100 bp SMARTer libraries of single mESCs. Each vertical bar depicts the assemblies from one cell, ordered from highest (bottom) to lowest (top) estimated abundance. Colored boxes match a true isoform of the given input concentration; gray boxes are false assemblies. **B** SIRV assembly performance as a function of increasing sequencing depth. F-measure (right) is the harmonic mean of sensitivity and precision. **C** Boxplots showing percent validation of 5′ ends with SLIC-CAGE support within the given windows for 96 single mESC assemblies. **D** Boxplots as in (**C)** showing 3′ end validation by 3P-Seq peaks. **E** Percent of intergenic assemblies (no overlap with RefSeq) in single cells which have ≥1 matching Capture Long-Seq read from the mouse CLS atlas

End-labeled reads mapping to the mouse genome were assembled for each cell using five different assemblers including the paired-end assembler TransComb [51]. Of the methods examined, StringTie2 was the fastest and most memory efficient, whereas Bookend had the second-lowest memory footprint and was comparable in processing time to TransComb (Additional file 1: Fig. S4B). To test assembly quality, transcript models were compared to RefSeq mm39. All matching exon chains were considered matches, and precision was measured as the percent of all assemblies that match RefSeq. Recall was defined by tallying all transcripts correctly assembled at least once and counting the proportion of this transcript set found per cell. Although recall was considerably lower for Bookend (average 7.8%) than other methods (StringTie2 13.9%, Scallop 13.6%, TransComb 11.3%, Cufflinks 12.8%), precision was multiple times higher (Bookend 71.7%, StringTie2 21.2%, Scallop 18.1%, TransComb 14.6%, Cufflinks 14.5%) (Additional file 1: Fig. S4C). Most of Bookend’s differences in sensitivity and precision can be attributed to discarding incomplete transcript models. If Bookend is instructed not to discard models that lack 5′ and/or 3′ end tags, then precision is reduced but sensitivity becomes comparable to other assemblers (Additional file 1: Fig. S4C).

As with TAIR10, RefSeq is almost certainly incomplete, and non-reference-matching assemblies could still be valid. To experimentally validate non-RefSeq mESC assemblies, three validation datasets were used: uuG-containing SLIC-CAGE [17] reads from mESCs for 5′ end validation, mESC 3P-Seq [52] reads for 3′ end validation, and a database of long noncoding RNAs identified by intergenic capture long-read sequencing (CLS [53]) for full-length validation of novel intergenic loci. An assembly was considered validated by a method if at least one read directly supported an assembled transcript’s respective structure(s). Assemblies with 5′ ends ≤100 nt away from a RefSeq TSS contained “known” TSSs, and all others possessed “novel” TSSs. Likewise, assemblies with 3′ ends ≤100 nt from their matching reference polyadenylation sites were considered “known” PASs and all others were “novel”. An average of 99.7% of Bookend, 83.9% of Scallop, and 79.0% of Stringtie2 single-cell assemblies with a known TSS had at least one SLIC-CAGE read within 100 nt (Fig. 5C). Moreover, the majority of novel, antisense, and intergenic TSSs from Bookend transcripts were supported by at least 1 capped SLIC-CAGE read, whereas no novel group from StringTie2 or Scallop surpassed a 25% validation rate. The 3P-Seq dataset had fewer total reads and was less sensitive overall, but it still supported 19.9% of intergenic Bookend assembly 3′ ends, compared to 1.4% for Scallop and 0.8% for StringTie2 (Fig. 5D). By comparing against the CLS atlas, we could validate the full structure of intergenic mESC assemblies. Bookend assembled a very small number of novel intergenic transcripts per cell (average 33 vs. 1209 by StringTie2 and 1073 by Scallop), but 49% of these were supported by one or more reads from the CLS atlas, compared to just 3% for Scallop intergenic assemblies and 0.3% for StringTie2 (Fig. 5E). Finally, because Cap and End Tags were extremely sparse in Droevendaalsesteeg 1, 6708 PB Wageningen, Netherlandseach cell (Additional file 1: Table S4), we hypothesized that the lower sensitivity could be explained by dropout of end labels. Supplying the mESC SLIC-CAGE (5′ end) and 3P-seq (3′ end) datasets to a Bookend hybrid assembly raised recall from 7.8 to 18.2% and retained a precision of 67.2% (Additional file 1: Fig. S4D). Assemblies were repeated for two replicates of Smart-seq2 data from the same experiment with comparable results, which demonstrates that end-guided assembly is consistent between two different full-length single-cell sequencing protocols (Additional file 1: Fig. S4D). Therefore, end-guided assembly of single-cell RNA-seq data can be used to identify genuine transcriptional novelty that is otherwise masked by noise.

**Fig. 5:**
End-guided meta-assembly accurately integrates single-cell data. **A** Performance of assemblers with input from increasing numbers of single mESC cells. Assemblies with a matching exon chain to a RefSeq transcript (left) or no match to a RefSeq transcript (right). **B** F-measure of assemblies, where recall is the proportion of all transcripts assembled by ≥1 strategy and precision is matches/total assemblies. **C** Comparison of Bookend meta-assembly to standard assembly and other meta-assemblers. Number of RefSeq-matching transcripts assembled (left) or the number of non-matches (right). **D** Precision/recall plot of the 12 assemblies from **C**; recall and precision calculated as in (**B)**. **E** IGV browser image of the Commd8 gene. From top to bottom: RefSeq, Gencode, and Bookend mESC annotations, 5′ ends from mESC SLIC-CAGE, 3′ ends from mESC 3P-seq, Bookend-condensed partial assemblies from 96 single mESCs

### Condensed assembly and meta-assembly

A defining feature of single-cell experiments is that many individual cells are profiled in parallel. While sensitivity in an individual cell is low, information across multiple cells can be combined to achieve a more complete view of the experiment. Tools have been developed for transcript “meta-assembly” of reads from multiple sources. By modeling for variation across samples, meta-assemblers achieve higher precision than standard assembly on the same set of reads [54, 55]. To measure the impact of meta-assembly, a series of assemblies on subsamples of all 706 million aligned single-cell mESC reads was first performed with StringTie2 and Scallop, as well as Bookend with and without the addition of mESC SLIC-CAGE and 3P-seq libraries (Fig. 4A). The mean number of reference-matching transcripts varied greatly across assemblers on single cells (1656 Bookend, 3711 Bookend hybrid, 2904 StringTie2, 2831 Scallop), but the magnitude of difference decreased with progressive doublings, up to the full set of 96 cells (12,794 Bookend, 13,762 Bookend hybrid, 13,524 StringTie2, 15,611 Scallop). By contrast, non-matches grew linearly with input. Bookend consistently assembled roughly an order of magnitude fewer non-matching transcripts than other assemblers across all input levels. Scallop identified the most matches from the full 96-cell dataset, but this was dwarfed by nearly 13 times the number of assemblies that failed to match RefSeq (201,631 Scallop, 100,646 StringTie2, 14,301 Bookend, 15,711 Bookend hybrid). By assuming non-matches to be mostly false, we calculated recall and precision as before and combined them to track the relationship between overall performance (F-measure) and input. F-measure of Bookend and Bookend hybrid assembly continued to improve with increasing input, but Scallop and StringTie2 began to decline above 4 and 16 cells, respectively, due to the growth of non-matches outpacing matches (Fig. 4B). Consistent with previous reports, we see that standard assemblers suffer from an input-dependent decay in precision [54, 55].

As an alternative approach, two published meta-assemblers were used to process the 96-cell dataset. TACO builds a consensus annotation by re-defining transcript boundaries through “change-point detection” on a set of files from any standard assembler [54], whereas PsiCLASS generates the individual assemblies and performs meta-assembly through a consensus voting system [55]. The flexibility of Bookend’s framework allows its assembly algorithm to be run on assemblies, including its own output. To test the efficacy of meta-assembly with Bookend, each of the 96 single mESC datasets were “condensed” by a first pass through Bookend Assemble in which no incomplete transcripts were discarded (Additional file 1: Fig. S5A; “Path Filtering” section of Additional file 1: Supporting notes). Assembly was run again on the 96 condensed files, only retaining complete transcript models during the second pass. Bookend was also used to meta-assemble the 96 single-cell assemblies by StringTie2 and Scallop. Compared to standard assembly by StringTie2 or Scallop, all meta-assemblies produced substantially fewer non-matching transcripts (Fig. 4C). However, single-cell meta-assemblies surprisingly also recalled fewer RefSeq matches than standard assembly, with the exception of Bookend-to-Bookend and hybrid Bookend-to-Bookend meta-assemblies. PsiCLASS and TACO both showed somewhat higher precision than standard assembly, but at the expense of a severe drop in recall (Fig. 4D). PsiCLASS had the lowest recall of any method, but higher precision than StringTie2-to-TACO or Scallop-to-TACO meta-assembly. Bookend-to-Bookend meta-assembly considerably outperformed PsiCLASS in both recall (relative increase of 72%) and precision (relative increase of 253%). PsiCLASS produced an unusually large number of partial transcript fragments, likely due to the fact that scRNA-seq often has substantial 3′ bias that is not adequately accounted for (Additional file 1: Fig. S5A,B). Notably, when TACO was applied to single-cell Bookend assemblies, it showed both a 23% relative reduction in recall and a 25% relative reduction in precision compared to standard Bookend assembly. In contrast, Bookend-to-Bookend meta-assembly increased recall by 22% and precision by 7% (+ 58% recall and + 42% precision vs. Bookend-to-TACO). Across all three base assemblers, TACO reported fewer full reference matches than the standard assembly, while Bookend reported the same number or more full matches with a greater reduction in all non-matching classes than TACO (Additional file 1: Fig. S5C). Of all combinations tested, both sensitivity and precision were highest at the intron chain and full transcript level in a Bookend-to-Bookend hybrid meta-assembly in which SLIC-CAGE and 3P-seq data were supplied alongside the single-cell condensed assemblies [56] (Additional file 1: Table S5). We report this assembly as the “Bookend mESC” annotation (Additional file 2: Datasets 4,5). Requiring that both transcript ends are replicable across at least two different samples raised the transcript-level concordance with RefSeq to 54.1%, a relative increase of 271% over the most precise non-Bookend method (PsiCLASS), and a substantially higher agreement than even Gencode, an alternative mouse reference annotation that only shares 31.7% of its transcripts at assembled loci with RefSeq (Additional file 1: Fig. S5D). While Gencode isoforms contain a broader set of alternative TSS and PAS than RefSeq, we noticed that they can be contained in low-confidence or fragmented transcript models, as in the gene Commd8 (Fig. 4E). By combining multiple unique advantages of end-guided assembly, Bookend could assemble more reference matches than any other strategy while maintaining a majority concordance with known annotations.

## Discussion

Computational gene annotation pipelines have long struggled to produce a reliable picture of plant and animal transcriptomes at the isoform level [11, 31, 57]. Studying the details of gene regulation and isoform usage remains restricted to a small number of model organisms in which manually curated accurate transcript models are available. Even with specialized methods for sequencing RNA ends, connecting those ends to a gene model can be computationally challenging, especially for noncoding RNAs [37]. By generating accurate end-to-end transcript assemblies from a range of widely accessible sequencing methods, Bookend enables the automated annotation of promoter architecture, alternative polyadenylation, and splicing dynamics in tissues in response to developmental, environmental, and disease state cues.

The utility of Bookend is limited by the availability of end-labeled RNA-seq data, which is only produced by a subset of all RNA-seq protocols. Fortunately, large-scale projects have been undertaken to catalog RNA ends, including thousands of human and mouse tissue-specific CAGE datasets from the FANTOM5 consortium [58]. Bookend assembly of unlabeled RNA-seq can be augmented by providing tissue-matched datasets of RNA ends. If 5′ end data for a tissue of interest is missing, template switching protocols are straightforward alternatives to standard RNA-seq, and Smart-seq3 was developed to yield a far higher ratio of 5′ labeled reads than Smart-seq2 [23].

## Conclusion

Despite rapid advancements in scale and sensitivity of single-cell RNA sequencing, the accurate detection of transcript isoforms is still an outstanding challenge [48]. Multiple approaches to apply long-read sequencing to single cells have been developed, but limits on throughput, error rate, and cost restrict their use [59–61]. Notably, large-scale Smart-seq2 experiments across multiple organisms have already been sequenced, including tens of thousands of cells from 20 mouse tissues and 24 human tissues by the Tabula Muris and Tabula Sapiens Consortia, respectively [62, 63]. Through meta-assembly of existing and future scRNA-seq datasets, we envision that Bookend will enable the comprehensive reannotation of transcriptomes at single-cell resolution.

## Methods

### PacBio sequencing

Two PacBio Iso-seq libraries were generated each using 10 μg of total RNA from Arabidopsis inflorescences containing unopened floral buds. Total RNA was extracted with TRIzol following the method described in Schon et al. [16] to yield two biological replicates with an RNA integrity number (RIN) of 9.0 and 9.2, respectively. SMRTbell libraries were constructed by the Vienna BioCenter Core Facilities (VBCF) and sequenced on a Sequel SMRT Cell 1M.

### Published RNA sequencing data

Smart-seq2 datasets from 5 ng Arabidopsis floral bud RNA and tissue-matched nanoPARE libraries from 10 μg total RNA were downloaded from the NCBI Gene Expression Omnibus (GEO), series accession GSE112869. Single-cell RNA-seq datasets of mouse embryonic stem cells and SIRVs from Natarajan et al. [49] were downloaded from EMBL-EBI ArrayExpress, accession E-MTAB-7239. SLIC-CAGE datasets from 100 ng mESC total RNA were downloaded from ArrayExpress, accession E-MTAB-6519. One 3P-Seq dataset from 75 μg mESC RNA was downloaded from GEO, sample accession GSM1268958.

### Short-read data processing

Prior to alignment, reads were preprocessed with cutadapt [64] to remove sequencing adapters. End labels were identified and trimmed using the utility *bookend label*, with settings tailored to each library. For Arabidopsis single-end Smart-seq2 reads, the following arguments were used: *--strand unstranded -S AAGCAGTGGTATCAACGCAGAGTACGGG -E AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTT+ --min_start 7 --min_end 9 --minlen 18 --minqual 25 --qualmask 16 --mismatch_rate 0.06*. Paired-end mouse SMARTer reads used the same arguments except for *-S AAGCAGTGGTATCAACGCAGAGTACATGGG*. 5′ end reads from nanoPARE libraries were labeled with the arguments *--strand forward --minstart 20*. After end labeling, short reads were aligned using STAR [65]. Arabidopsis reads were aligned to the TAIR10 genome, and mouse reads were aligned to mm39 (GRCm39). Short reads in both species were aligned using an identical two-pass alignment strategy except for allowed intron lengths. First, reads were aligned with the command *STAR --runMode alignReads --alignEndsType EndToEnd --outFilterMatchNmin 20 --outFilterMismatchNmax 6 --outFilterMismatchNoverLmax .05 --outFilterIntronMotifs RemoveNoncanonicalUnannotated --alignSJoverhangMin 20 --alignSJDBoverhangMin 1 --outFilterMultimapNmax 2 --outSJfilterOverhangMin -1 15 20 20 --outSJfilterCountUniqueMin -1 2 3 3 --outSJfilterCountTotalMin -1 2 3 3.* Arabidopsis alignments used the additional arguments *--alignIntronMax 5000 --alignMatesGapMax 5100*, and mouse alignments instead used *--alignIntronMax 100000 --alignMatesGapMax 100100*. Splice junctions from all samples were aggregated across all samples for each species with *bookend sj-merge --new --min_reps 2* to retain only novel splice junctions that were detected in multiple samples. Second pass mapping was performed with the settings above, except the merged splice junction file was provided with *--sjdbFileChrStartEnd*, and the following arguments were modified: *--alignEndsType Local --outFilterMatchNminOverLread 0.9 --outFilterType BySJout --outFilterMultimapNmax 10 --outSAMtype BAM Unsorted --outSAMorder Paired --outSAMprimaryFlag AllBestScore --outSAMattributes NH HI AS nM NM MD jM jI XS*. Unsorted BAM files were converted to End-Labeled Read (ELR) files with the command *bookend elr --genome [genome.fa]* with library-specific settings. Arabidopsis Smart-seq2: *--start_seq ACGGG --end_seq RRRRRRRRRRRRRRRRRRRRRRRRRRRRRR --mismatch_rate .2;* Arabidopsis nanoPARE: --stranded *-s --start_seq ACGGG --mismatch_rate .2*; mouse SMARTer: *--start_seq ACATGGG --end_seq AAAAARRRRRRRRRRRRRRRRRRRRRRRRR --mismatch_rate .25.*

### Long-read data processing

Raw Arabidopsis PacBio reads were converted to Circular Consensus Sequences using Iso-seq3 software (https://github.com/PacificBiosciences/IsoSeq) with the command *ccs --min-passes 2 --min-rq .9*, and CCS reads were converted to full-length non-chimeric (FLNC) reads using *lima* and *isoseq3 refine --require-polya --min-rq -1 --min-polya-length 10*. FLNC reads were aligned to the Arabidopsis genome with the command *minimap2 -G 5000 -H -ax splice --MD -C 5 -u f -p 0.9 --junc-bed [TAIR10 transcript BED12].* For cluster collapse, ToFU was installed with the cDNA_Cupcake package (https://github.com/Magdoll/cDNA_Cupcake), and the function *collapse_isoforms_by_sam.py* was run on a sorted BAM file of all FLNC reads with the arguments *–flnc_coverage 2 –max_5_diff 200 –max_3_diff 200*. Additionally, aligned unsorted SAM files were converted to ELR with the command *bookend elr --stranded -s -e --start_seq ATGGG --genome [TAIR10.fa]*.

### Assembly

To make assembly setting maximally uniform across Bookend, StringTie2, Scallop, and Cufflinks, the following arguments were used. For Arabidopsis assemblies: *bookend assemble --max_gap 50 --min_cov 2 --min_len 60 --min_proportion 0.02 --min_overhang 3 --cap_bonus 5 --cap_filter 0.02*; *stringtie -g 50 -c 2 -m 60 -f 0.02 -a 3 -M 1 -s 5; scallop --min_bundle_gap 50 --min_transcript_coverage 2 --min_transcript_length_base 60 --min_flank_length 3 --min_single_exon_coverage 5 --min_transcript_length increase 50; cufflinks -F 0.02 --overhang-tolerance 3 --min-frags-per-transfrag 10 -j 0.15 -A 0.06*. For mouse assemblies, the same settings were used with the following exceptions: *--min_proportion* was set to 0.01, --min_len to 200, and *--require_cap* was enforced on mouse assemblies except when assembling spike-in transcripts, which do not possess caps. For meta-assembly, Bookend was run with the same settings as above for mouse. TACO was run with the arguments *--filter-min-expr 2 --filter-min-length 200 --isoform-frac 0.01*, and PsiCLASS was run with default settings

### Assembly algorithms

A brief overview of the end-guided assembly process implemented in Bookend is below. For a full breakdown of the algorithms used, see the “Bookend Algorithms” section of Additional file 1: Supporting notes. For detailed instructions on using the Bookend software package, see Additional file 3: Bookend user guide.

(*Generate Chunks*) First, reads are streamed in from an ELR file in sorted order and separated into overlapping chunks. (*Tag Clustering*) In each chunk, Start Tags and End Tags are clustered on each strand by grouping tags by genomic position and assigning each position a signal score of counts × proportion of total coverage. A signal threshold is set and positions below the threshold are discarded. Remaining positions are grouped within a user-specified distance to yield Start and End clusters on each strand. (*Calculate Membership Matrix*) Start/End clusters are added to a catalog of boundaries, which include splice donor/acceptor sites that are also filtered by a threshold of total overlapping coverage. Adjacent boundary pairs define a “frag”, and each read is assigned a Membership array that describes whether the read overlaps or excludes each frag. Redundant membership arrays are combined, and the unique set of elements is stored as the Membership Matrix. (*Calculate Overlap Matrix*) A matrix describing the relationship between each element pair *1* and *2* is generated by asking (from left to right in genomic coordinates): can *1* extend into *2*? Can *2* extend into *1*? More formally, *2* extends *1* if they disagree in no column of the Membership Matrix and there exists at least one instance of a run of non-zero membership in *2* that ends at a higher index than the overlapping run in *1*. Each comparison returns a pair of Overlaps, *O*_*1,2*_ and *O*_*2,1*_, respectively: 1 = extends, −1 = excludes, 2 = is contained by, 0 = does not overlap. The values −1 and 0 are symmetric, but 1 and 2 are directed relationships that can be used as edges in a directed graph. (*Collapse Linear Chains*) It is possible to identify and collapse non-branching sets of elements (“linear chains”) prior to assembly. Two graphs are constructed with elements as nodes: a directed graph with extensions as edges, and an undirected graph with exclusions as edges. A depth-first search is conducted by visiting each element in increasing order of information content (number of non-zero memberships). During a visit, the element’s edges are traversed recursively to record all traversed nodes’ exclusions. An element with no edges is assigned to a new chain. Otherwise, when an element’s edges are all traversed, the element is compared against its outgroup, the set of all elements reached. If all outgroup elements belong to one chain and the element and outgroup have the same set of exclusions, then the element is added to the same chain. If the element’s outgroup is assigned to multiple chains, the element begins a new chain. After completion of the search, each chain is combined to form a single reduced element. (*Generate Overlap Graph*) From the set of reduced elements, a second directed graph is constructed with a global source (Start+/End−) and sink (Start−/End+), where each node records the element weight (sequenced bases / genomic length), outgroup (extends to), ingroup (extends from), containments and exclusions. (*Resolve Containment*) All elements contained by one or more longer elements have their weight redistributed proportionally to their containers as long as not all containers exclude any single node the element does not already exclude. (*Greedy Paths*) All elements begin unassigned. Starting with the heaviest unassigned element, choose an extension (ingroup/outgroup pair) that maximizes a score that equally combines the following: maximal weight of the extension, maximal similarity of coverage distribution across samples between element and extension, minimal coverage variance across covered frags, and does not cause the source or sink to become unreachable. The highest-scoring extension is iteratively added to a path until both source and sink are reached or no further extensions are possible. Paths are generated in this manner until the total weight of unassigned elements falls below a given signal threshold.

## Supplementary Information

**Additional file 1: Figure S1.** The Bookend workflow. **Figure S2.** Nucleotide-level precision of Arabidopsis assembly 5′ and 3′ ends. **Figure S3.** Artifacts in long-read data. **Figure S4.** Single mESC assembly details. **Figure S5.** Meta-assembly details. **Table S1.** Floral bud Smart-seq2 end-labeled read mapping statistics. **Table S2.** Long-read validation of floral bud assemblies by class. **Table S3.** Floral bud hybrid assembly details. **Table S4.** End-labeling and alignment of single mESCs. **Table S5.** GffCompare performance statistics for mESC meta-assemblies. **Supporting notes.** Detailed information about End Labeled Read file format and assembly algorithms.

**Additional file 2: Dataset 1.** Bookend Floral Bud, hybrid assembly of Arabidopsis stage 12 inflorescence. **Dataset 2.** Classification of Bookend Floral Bud transcripts against TAIR10 and Araport11. **Dataset 3.** Tissue-specific quantification of TSSs from TAIR10, Araport11 and Bookend Floral Bud annotations. **Dataset 4.** Bookend mESC, hybrid assembly of mouse embryonic stem cells. **Dataset 5.** Classification of Bookend mESC transcripts against RefSeq and Gencode.

**Additional file 3.** Bookend user guide: Detailed guidelines and instructions for using all utilities in the Bookend software package.

**Additional file 4.** Review history.

## Data Availability

Bookend software is available on the Python Package Index and can be installed with the command *pip install bookend-rna*. Source code is available as a repository on GitHub at https://github.com/Gregor-Mendel-Institute/bookend under the MIT open-source license and is also available at Zenodo https://doi.org/10.5281/zenodo.6486387 [66]. All sequencing data generated in this study have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO, https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE189482 [67].

How the deposited data were processed for this re-analysis (not part of the article)

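Floral buds of Arabidopsis thaliana Col-0 were sequenced as full-length cDNA on the PacBio platform in 2 biological replicates of 1 condition, with 10 μg of total RNA per library. The authors made consensus reads with ccs, selected full-length non-chimeric reads with a poly(A) tail with lima and isoseq3 refine, and aligned them to the TAIR10 genome with minimap2, limiting introns to a maximum length and supplying the junctions of TAIR10 transcripts. They then converted each library separately with Bookend, which labels the 5′ end by the template-switching oligo and the untemplated G, labels the 3′ end, masks labels next to A-rich sequence and removes exons with a high alignment error. The paper's text does not give the versions of these tools or the rule for A-rich sequence in long reads. The deposited values are expected counts of reads per aligned structure, written by the authors without normalization, in which a read with several alignments is divided between them. The layout of the deposited lists was read from Bookend's own format.

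From these lists, everything else was computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. Expected counts were summed as deposited and rounded to whole numbers for the binomial intervals and for the chi-square test of the replicates. Replicate 1 held 267716 reads and replicate 2 held 255215, so that the counting error of a share of all reads is small, while a single locus often rests on few reads. Shares are given as the mean and SD of the replicates (n = 2) or with the 95% Wilson interval of 1 library, which covers counting error only, since amplified cDNA molecules are not independent. Unique exon chains were pooled over both replicates.

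Reads were compared with the TAIR10.1 genome and its RefSeq annotation. The classes were modeled on those of Fig. 2G but are not the same set, and reads with a masked exon were kept apart. The tolerance was 100 nt at the ends of a full match and 10 nt past an exon border for a fragment. A fusion needed 100 exonic nt of each gene, and a transcript without introns needed 50% coverage. A single chain took the best class of its reads, in the order full match, exon match, fusion, fragment, isoform, intronic, antisense and intergenic. Ends of reads on 1 strand were merged into a site where neighbors lay within 10 nt, with the most-read position as the site. A 3′ end was A-rich with at least 12 A in the 20 nt downstream. Sites at antisense or intergenic loci were compared with sites within 100 nt of an annotated 3′ end by a two-sided Fisher's exact test in each replicate. Random windows (20000) and random subsets of reads (10 draws) were drawn with fixed seeds.

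The genes named in the text follow a rule set before the data were examined: the genes the paper names at this experiment (MPK18, MPK19 and SKM1), the 5 genes with the most reads, the 3 gene pairs with the most fusion reads in both replicates, and the 3 antisense and 3 intergenic loci with the most reads at 3′ end sites that are not A-rich in both replicates. The sites printed with their sequence, AT5G24610 and AT5G24620, and the loci with cap-labeled antisense or fragment reads were chosen after their values were seen. The alternatives set before the data were examined concern the A-rich rule, the merging of ends, the tolerances of a match, single-exon reads, the minimum number of reads, the fusion rule and leaving out each replicate.

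The functions were tested on simulated data before use. All 8 kinds of read structure, with 500 simulated reads per kind, were recovered in 100% of cases. All 799 simulated 3′ end sites received the A-rich call they were made with, and 18 of 500 tables drawn with no difference had a p under 0.05 in the Fisher test. The chi-square ratio was 1.02 for draws of the same library and 2.26 for libraries made to differ, each over 5852 genomic bins. Merging 5′ truncations returned the 300 simulated transcripts.

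Mitochondrial reads, 0.718% of the total, were left out of every result that uses the annotation, because the mitochondrial sequence of the reference was not shown to be the one the authors aligned to. Reads with a masked exon have no complete exon chain and are not in the unique chains. Assemblies by Bookend, StringTie2, Scallop and Cufflinks, clusters by Iso-seq3 and ToFU, and the short-read, nanoPARE and mouse libraries were not analysed here. The older TAIR10 transcript models were not used here, so a comparison that rests on them is made with the TAIR10.1 annotation instead.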

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

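The shares of cap labels at the antisense sites, the A-rich share and the gap-free share of the plastid reads, the cap-labeled share of fragments and the comparisons of TATAWA with uncapped sites by window and by A and T content were tests chosen only after the result was seen; the other tests were set before their own result was known. There is 1 condition, so none of these patterns was compared between conditions, and each was found and tested on the same reads.

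The paper does not report on single antisense loci in the long reads, and 3 of them had cap-labeled reads that ended without a 3′ label in both replicates. Opposite AT5G49440, on the reverse strand of chromosome 5, 67 of 99 reads that ended at position 20048371 were cap-labeled (33 in replicate 1 and 34 in replicate 2), and the site is followed by AAAAAAAAAAAAAGTTTGCT. Opposite AT3G05945, on the forward strand of chromosome 3, 15 of 22 reads that ended at 11510439 were cap-labeled, before the sequence AAAAGAAAAGAAAAGTGTCA. Opposite AT1G07323, on the forward strand of chromosome 1, 10 of 14 reads that ended at 17296294 were cap-labeled, before AAGAAAAAAAAAATATTGTT. False cap labels at the rate of plastid reads would not give these values, since 68.1% of the reads at the sites carried the label, against 2.02% of plastid reads in replicate 1. If genomic DNA had been primed at the A-rich sequence, the 5′ ends would be scattered. Of the 107 reads that ended within 50 nt of the AT5G49440 site, a wider set than the 99 reads merged into it, 42.1% began within 10 nt of the commonest 5′ end, which alone does not decide. Genomic DNA has no cap, however, and the lowest share of cap labels at any of these sites was 67.7%, which argues against it as the source of most of these reads. Priming inside a longer transcript would leave reads that start alike and run past the A-rich sequence; 1 of 139 reads from the same 5′ ends ended more than 50 nt beyond it, which is too few to decide. A candidate explanation, not settled by these tests, is a capped RNA whose 3′ end was either primed internally or lies by chance at A-rich sequence.

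Reads of the plastid genome that span several genes add up to 1832 over both replicates (596 and 1236), and the paper does not report on plastid reads. They made up 13.7% of plastid reads in replicate 1 and 22.9% in replicate 2. Template switching between molecules would skip the sequence between genes, and 96.8% ± 0.876 (SD, n = 2) of these reads ran through it without a gap. Reads with a gap that lacks splice signals had been kept apart as masked-exon reads before this count. The share thus describes only the reads counted here and cannot tell how often template switching joined plastid genes. Priming at A-rich stretches inside longer plastid transcripts may explain their 3′ ends, since 71.5% ± 5.12 of them were A-rich, against 3.69% of the positions of the plastid genome; for all plastid reads the share was 87.3% ± 0.718. Whether a read of plastid DNA was included cannot be told from these values.

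Inside annotated genes, 17 sites had at least 2 cap-labeled fragment reads in each replicate, a signal at sites outside those the paper discusses. The most-read was in BTI1 (AT4G23630) at position 12317979 of chromosome 4, with 16 and 7 cap-labeled reads and 14 uncapped reads within 10 nt, followed by FKBP15-2 (AT5G48580) at 19697322 of chromosome 5 with 15 and 6. Over all multi-exon nuclear fragments that lacked 5′ introns and kept the 3′ label, 4.11% ± 0.802 (SD, n = 2) were cap-labeled, which is above the 2.02% and 1.90% of plastid reads, so false labels at the plastid rate could not be the whole cause. A genomic G taken for the untemplated G was found at 0 of 605 cap-labeled sites against 26.3% of 14905 uncapped sites, but a labeling rule that asks for a mismatch fixes this outcome, so it decides nothing. TATAWA lay 20 to 45 nt upstream of 5.45% of the cap-labeled sites (95% Wilson interval 3.91 to 7.56) and 1.59% of the uncapped ones, as internal transcription start sites would predict, although random genomic windows had 4.75%. At the same cap-labeled sites the motif was found 70 to 95 nt upstream in 3.47% (2.28 to 5.25), and with 50 sites that had it in 1 window only, the difference between the windows was within chance (exact binomial test, two-sided, p = 0.119). Uncapped sites had it there in 2.56% (2.31 to 2.82). Of the sites with the motif in 1 window only, 62.0% of the cap-labeled and 37.8% of 590 uncapped ones had it in the nearer window (odds ratio 2.69, Fisher's exact test, two-sided, p = 0.00134). The bases 15 to 45 nt upstream were 62.4% A and T at cap-labeled and 58.5% at uncapped sites, and among sites of equal A and T content the motif was still more frequent at cap-labeled ones (pooled odds ratio 1.99, exact conditional test, two-sided, p = 0.00146). These values argue against AT-rich sequence as the whole cause of the excess over uncapped sites. Internal transcription start sites remain a candidate explanation for some of these sites, and most sites lack the motif.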

How the results depend on the processing

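The division by nuclear chromosomes for unique chains, truncation side and fusion reads, the window of 10 nt for A or G, the 3′ labels removed by the authors as the definition of A-rich, and fragments that miss at least 1 exon were chosen only after the data were seen; all other alternatives were set before the data were examined. No paired analysis was possible because there is 1 condition and no groups were compared. For 22 of 26 results, 59 values were recomputed under another setting; of the others, replicate agreement had no alternative and the rest were recomputed only by leaving out a replicate. Of the 59, 23 stayed within the replicate SD or within 1.5 times a count, 30 moved further, and 6, of the result that has a Fisher test, kept their direction and side of its threshold. Some shares changed their order. Fragments outnumbered chains with an annotated exon chain among all unique chains, 32.6% against 31.3%, also on the nuclear chromosomes alone and with fragments that miss at least 1 exon, but not with at least 2 reads per chain, among multi-exon chains, without A-rich 3′ ends, with intron positions within 5 nt or in either replicate alone. The causes of these shifts were not tested beyond what each setting does by construction.

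The share of reads with an A-rich 3′ end moved with every rule, from 9.75% to 16.7% with at least 10 A in 20 nt, 7.14% with at least 14, 4.30% with at least 24 A or G in 30 nt, 5.97% with a run of 6 A in 10 nt and 14.3% with at least 8 A or G in 10 nt. The difference in A-rich sites between antisense or intergenic loci and annotated 3′ ends, 79.8 percentage points, kept its direction with the Fisher test past its threshold in each replicate under the 6 alternatives below, but its size depended on the rule. It was 71.3 with at least 10 A in 20 nt, 79.4 with at least 14, 50.1 with at least 24 A or G in 30 nt and 78.3 with the 3′ labels removed by the authors. With at least 2 reads per site it was 90.1, and with ends merged within 50 nt it was 79.5. The run of 6 A and the window of 10 nt were not applied to this difference. When each read counted once, the A content downstream was 33.0% at annotated 3′ ends, 32.6% at other sites in known genes and 78.4% at antisense and intergenic loci.

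With at least 5 reads per 5′ end site, TATAWA was found at 29.0% of known and 29.4% of other cap-labeled sites, and C and T made up 56.0% and 58.3% of the sequence upstream. Among multi-exon reads only, 84.8% matched an exon chain and 20.6% were full matches. Full matches with ends within 50 nt were 6.25% of reads. Supported transcripts numbered 5438 with ends within 50 nt, 22949 with the ends ignored and 7642 with at least 2 reads. With fragments whose 3′ end is not A-rich, 95.9% were truncated only at the 5′ side.

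With at least 2 reads per chain there were 32512 unique chains, with 29.5% full matches, 54.3% exon-chain matches and 26.1% fragments. Among multi-exon chains, full matches were 20.8% and exon-chain matches 39.7%, and 13.9% of those that did not match were seen in both replicates. Without A-rich 3′ ends, the shares were 19.1% and 37.5%. Fusion reads numbered 1304 with at least 200 exonic nt of each gene and 691 on the nuclear chromosomes alone.

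Leaving out either replicate gave 46 further values, of which 11 moved, most of them counts that shrink with fewer reads. Aligned reads ranged from 255215 to 267716, unique chains from 46991 to 49527, full matches among chains from 17.0% to 19.1%, exon-chain matches from 36.4% to 40.6%, fragments from 26.2% to 33.1%, fusion reads from 864 to 1659 and reads on the opposite strand of the 3 genes the paper names from 3 to 5. The depth limits the number of supported transcripts and of chains that match no transcript, which both still grew with the number of reads, and it leaves single loci with few reads. Class shares were not computed by depth, and the fragment share differed between replicates of similar depth.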

Differences from the paper's values

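The reading of full-length as an identical exon chain was chosen only after the values were seen.

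The paper gives full-length reference transcripts as 31.4% of unique chains. With both ends within 100 nt, the definition used here for a full match, the share was 16.0%. Of the alternatives set before the data were examined, chains with at least 2 reads closed the gap at 29.5%. The others did not: 20.8% among multi-exon chains, 17.0% with intron positions within 5 nt, 19.1% without A-rich 3′ ends, and 17.0% and 19.1% with 1 replicate alone. If full-length is read as an identical exon chain whatever the ends, which was chosen after seeing the values, the share was 31.3%, and 54.3% with at least 2 reads per chain.

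The paper places full-length reference transcripts above fragments among the unique chains. Here fragments were 32.6% of chains, above both the 31.3% with an annotated exon chain and the 16.0% with a full match. The share with an annotated exon chain was the larger one with at least 2 reads per chain (54.3% against 26.1%), among multi-exon chains (39.7% against 30.4%), without A-rich 3′ ends (37.5% against 36.4%), with intron positions within 5 nt (32.7% against 32.5%) and in each replicate alone (36.4% against 33.1%, and 40.6% against 26.2%).

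The paper describes most of the matching alignments as copies of a few highly expressed genes. In the tally over 18525 genes with matching reads, 1017 genes held 50% of these reads, the 100 most-read genes held 19.1% and the 5 most-read genes held 3.71%.

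The paper gives 14.1% of FLNC 3′ labels as removed through failed alignment or A-rich sequence. Here 14.1% was the share of aligned reads without a 3′ label, and with the reads that did not align the share of FLNC reads was 18.0%.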

Other observations

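The share of cap labels among the A-rich antisense and intergenic reads, the fragment shares weighted by the read lengths of replicate 2, and the fusion reads of the nuclear chromosomes, with their resampling and their distinct alignments, were tests chosen only after the result was seen; the other tests were set before their own result was known. The bins of read length below 200 nt and above 3000 nt were also added after a run of the tests. With 1 condition, none of these patterns was compared between conditions.

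At the 3 genes that the paper names from its nanoPARE libraries and hybrid assembly, the long reads were few. MPK18 (AT1G53510, chromosome 1, 19970334 to 19974393, reverse strand) had 2 sense reads in replicate 1 and 6 in replicate 2. An annotated exon chain was found in 1 of these in replicate 1 and in 0 in replicate 2, where all 6 were classed as isoforms. MPK18 also had 3 antisense reads in each replicate, none of them cap-labeled and none spliced. Of the 6 antisense reads, 2 kept the 3′ label. MPK19 (AT3G14720, chromosome 3, 4945601 to 4949042, forward strand) had 6 and 14 sense reads, of which 5 and 11 had an annotated exon chain, and 2 unspliced antisense reads in replicate 1, both with a cap label and a 3′ label and with 5′ ends at 4949186 and 4949210. These ends lie within the annotated gene AT3G14730 on the reverse strand (4949178 to 4951346), near its 3′ end, so both reads were classed as isoforms of that gene and not as antisense reads. MPK19 had 0 antisense reads in replicate 2. SKM1 (AT2G25790, chromosome 2, 11000486 to 11004272) had 0 reads in replicate 1 and 1 in replicate 2, which was cap-labeled and had an annotated exon chain. No truncated SKM1 isoform was seen, and 1 read is too few to tell whether such isoforms were present.

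The antisense loci with the most reads at 3′ ends that are not A-rich lay opposite ndhG, ndhI and ndhA on the plastid genome (118336 to 120660, 12 reads), opposite LECRKA4.3 (AT5G01560) on chromosome 5 (218140 to 220541, 11 reads, 3 cap-labeled) and opposite AT3G21690 on chromosome 3 (7638488 to 7639600, 6 reads, 4 cap-labeled). The intergenic ones lay on chromosome 2 (6131 to 6501, 16 reads without a 3′ label), on the plastid genome (46751 to 46887, 5 reads) and on chromosome 1 (11453632 to 11455182, 4 reads, all with a 3′ label, 1 cap-labeled and 2 spliced). At the locus on chromosome 2 the replicates had 10.5 and 5.5 reads, none cap-labeled. These fractional counts show that some of the reads also aligned elsewhere, so their origin at this locus is uncertain.

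Single-exon antisense and intergenic reads with an A-rich 3′ end were compared with 3 hypotheses. If genomic DNA were primed at A-rich stretches, reads antisense to a gene would not rise with the reads of that gene. There were 13.0 reads per 1000 A-rich stretches antisense to genes without reads and 10.2 antisense to the most-read genes, a ratio of 0.783 (0.835 and 0.737 in the replicates), which is consistent with priming that does not depend on transcription. Transcripts that run on past the 3′ ends of genes would raise the rate just downstream of genes, but the rate within 1 kb was 0.940 of that more than 3 kb from any gene. Uncapped molecules would carry cap labels at the plastid rate, and 2.57% ± 0.364 (SD, n = 2) of these reads were cap-labeled, close to the 1.96% of plastid reads. Residual genomic DNA is therefore a candidate source of many of these reads, although uncapped RNA from unannotated regions would give the same low share of cap labels.

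Fragments were more frequent in replicate 1 (12.5% of nuclear reads) than in replicate 2 (9.11%), a ratio of 1.38. A few highly read genes were not the cause, since the ratio was 1.39 without the 100 most-read genes. Reads of replicate 1 were shorter. Within 10 bins of aligned length the median ratio was still 1.36, although below 400 nt it was 1.03 and 1.05, and with the read lengths of replicate 2 in both replicates the overall ratio was 1.22. Shorter molecules may thus account for part of the difference but not for all of it, and since truncation itself shortens a read, the share that length explains has no clear direction. The paper gives nearly equal RNA integrity numbers for the 2 biological replicates. Beyond that, the RNA quality and the handling of each library were not tested.

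Fusion reads were more frequent in replicate 2 than in replicate 1. Plastid reads gave most of them. The ratio of replicate 2 to replicate 1 was 2.02 among all reads and 1.67 among nuclear reads (95% interval 1.40 to 1.97 when the 310 gene pairs were resampled), and 1.57 with each distinct nuclear alignment counted once. Plastid reads are therefore not the whole difference between these libraries, while whether other libraries would differ in the same way was not tested. Longer molecules in replicate 2 might contribute: the median ratio within 9 bins of aligned length was 1.15. The share was higher in replicate 1 in the bins from 800 to 1500 nt and higher in replicate 2 in the others. The shorter bins held few fusion reads. In replicates 1 and 2 there were 76.5 and 94 from 1500 to 2000 nt, and 69.66 and 155.99 from 2000 to 3000 nt. With bins that go both ways and no interval for the median, it cannot be told apart from no difference.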
